A study of Mus musculus with 9 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

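Endothelial cells were sorted by flow cytometry from mouse lungs as CD31-positive cells negative for CD45, CD11b, CD326, CD140a, CD140b and GFP, per the labels, and their RNA was hybridized to Affymetrix Mouse Genome 430 2.0 arrays. The labels give 3 groups of 3 biological replicates, and the study describes 3 mice per group, chosen among metastatic mice for a comparable load by bioluminescence. The authors normalized the arrays by RMA in Chipster, and the deposited values are log2 intensities for 45101 probe sets in 9 arrays. These values were used as they are.

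Of 45101 probe sets, 9211 carry no gene name here and 35890 are listed with genes, of which 932 named several and 34958 named 1. Probe sets without a name, those of several genes and the 64 control probe sets, which lie in part among the unnamed, were left out of the gene tests. The 34945 probe sets of 1 gene left without controls gave 18193 genes, 9010 of them with more than 1 probe set, and each gene was represented by the probe set with the highest mean over all 9 arrays. No filter on dim genes was applied. Each of 3 comparisons (metastasis IgG with healthy IgG, metastasis anti-VEGF with metastasis IgG, and metastasis anti-VEGF with healthy IgG) was fitted on its own 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block), and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are those of the log2 difference of 2 group means of 3 arrays.

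Shifts of 37 gene lists were tested with camera in limma at its preset correlation of 0.01 for shifts in either direction, adjusted over all lists of a comparison. They were also tested with a correlation estimated for each list and with fry, a rotation test of the list's own genes. The study's lists were GSP58, EC proliferation, EC inflammation, the niche factors and the VEGF target genes. General lists covered DNA replication, mitosis, the proteasome, tip cells, VEGF response, basement membrane, interferon-stimulated genes, antigen presentation, NF-kB and TNF targets, complement and acute phase, glycolysis and hypoxia, ribosome biogenesis, cholesterol synthesis, the unfolded protein response, oxidative phosphorylation and BMP and TGF-beta targets. Lists of cell types and states covered arterial and Notch, venous, lymphatic, aerocyte capillary, general capillary and pan-endothelial genes, macrophages and monocytes, neutrophils, mast cells and basophils, epithelial cells, fibroblasts, pericytes and smooth muscle, mesothelium, platelets, erythroid cells and dissociation stress. Of 839 members written, 800 were measured as genes, and counts refer to the measured members. Where a list is said to be adjusted over the list alone, the p values of its members were adjusted among themselves.

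The level of a list in each array was the mean of z-scores per gene over all 9 arrays, compared between groups by an exact permutation test, whose smallest p is 0.1. A pair of lists was set against each other under anti-VEGF with camera on the union of both, shared genes left out. The share of the metastasis change left under anti-VEGF was the ratio of 2 medians for lists whose median under IgG was at least 0.3. Comparisons that share arrays were set beside 100 simulated data sets without effects that share arrays in the same way.

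Named genes followed a rule. It took the 10 genes with the highest and the 10 with the lowest log2 change among those called with no overlap between the arrays of the 2 groups, or those of smallest p, described as not passing, where fewer than 5 passed. It added the niche factors, the VEGF target genes and up to 4 members of each list with the largest change among those called, or 2 members of smallest p where few passed. This rule, the tests of the report's comparisons, the lists and all alternatives but 1 were chosen before the data were examined.

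Alternatives were a fit of all 9 arrays, the replicate number as a block, a filter on dim genes, the mean of a gene's probe sets, probe sets without a shared suffix, single probe sets, centring of arrays on their median, a second quantile normalization, trend and robust settings, array weights, the thresholds of the study (log2 change over 0.75, p under 0.05 and adjusted p under 0.25), 10000 random lists, and each array left out in turn. Gene and list tests were tested on simulated data with 200 changed genes among 18193. In the comparison of metastasis IgG with healthy IgG, 43.3% of changes of 0.5 log2 units, 82.1% of those of 1 and 98.5% of those of 2 were recovered, with 5 unchanged genes called. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3.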

Results

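Gene expression was measured in endothelial cells (ECs) sorted from the lungs of NSG mice, an immunodeficient strain that accepts human tumors. The metastases grew from MDA-MB-231-LM2, a lung-seeking human breast cancer line injected intravenously, and the lungs were harvested on day 21. The 9 arrays formed 3 groups of 3, namely healthy lungs with control IgG, metastatic lungs with control IgG and metastatic lungs with anti-VEGF, a blocking antibody given at 10 mg/kg. The labels name the 3 arrays of each group biological replicates, and their number limits the precision of every value. Of 45101 probe sets on the array, 34945 named a single gene and gave 18193 genes. The lowest correlation between 2 arrays of the same group was 0.991, and that between a healthy and a metastatic array was 0.977. The first principal component held 46.6% of the variance and set the 3 healthy arrays apart from all 6 metastatic arrays. The 3' minus 5' signal of beta-actin, a measure of RNA integrity, also parted the healthy arrays (0.609 to 0.62) from the metastasis IgG arrays (0.488 to 0.555), but not from the anti-VEGF arrays (0.526 to 0.62), and the GAPDH signals of healthy and metastasis IgG arrays overlapped.

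**Figure D1:**
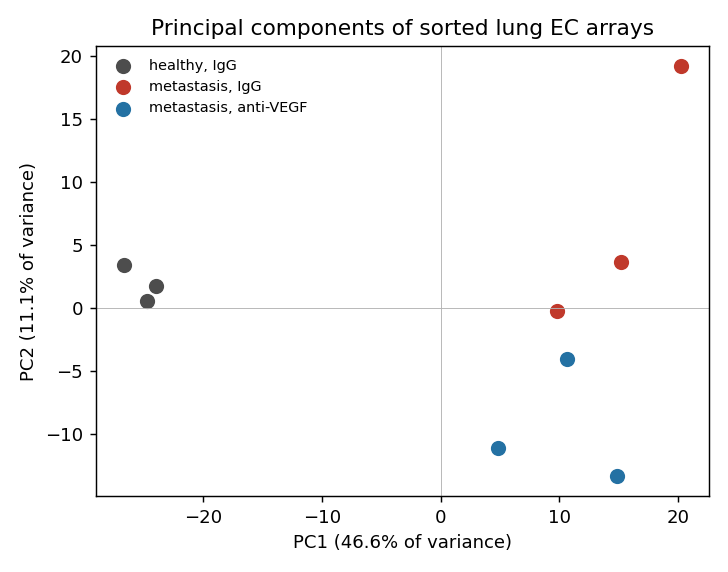
Each point is 1 array placed on the first 2 principal components of 18193 genes (axes in log2 units, 46.6% and 11.1% of the variance), colored by group. The 3 healthy arrays lie at -26.7 to -24.0 on the first component and the 6 metastatic arrays at 4.85 to 20.2.

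The comparison of metastatic with healthy lungs under control IgG asked which genes ECs express differently once metastases have grown. The steepest rise was that of Mycn, a transcription factor of growing cells, at 4.30 ± 0.11 log2 units (SE, n = 3 arrays per group), although its other probe sets gave only 0.25 to 1.06. Genes of the antiviral interferon response followed, with Ifi202b, a sensor of cytosolic DNA, up by 3.29 ± 0.12, Rsad2 by 3.09 ± 0.10 and Ifit2 by 2.67 ± 0.15. Vwa1, a secreted matrix protein, was upregulated by 3.00 ± 0.10, and Tgfbi, a matrix adaptor induced by TGF-beta, by 2.71 ± 0.19. Clca3a1, a regulator of chloride channels, rose by 2.93 ± 0.12, Akr1b8, an enzyme that reduces lipid aldehydes, by 2.83 ± 0.14, and C1qa, a chain of the first complement component, by 2.65 ± 0.14. Cenpf, which builds the kinetochore in dividing cells, rose by 2.72 ± 0.21, with 0.18 to 0.69 in its other probe sets. Among these 10 genes the largest adjusted p was 0.000272, that of Cenpf, and no metastatic array overlapped a healthy one.

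Repressed genes included Cyp1a1, a detoxifying enzyme induced by the aryl hydrocarbon receptor, which fell by 2.44 ± 0.17 log2 units. Slitrk6, a neuronal adhesion gene, fell by 1.84 ± 0.18, and Sfrp2, a secreted Wnt modulator, by 1.58 ± 0.18. Ppp2r2c, a phosphatase subunit, fell by 1.92 ± 0.14 in the probe set used, whereas its others ran from -1.12 to 0.06. Eqtn, a sperm protein, fell by 1.70 ± 0.25, the uncharacterized 9530026P05Rik by 1.60 ± 0.19, the protease gene Mep1a by 1.47 ± 0.22 and the cytokine-like Cytl1 by 1.44 ± 0.14. Sox11, a developmental transcription factor, fell by 1.34 ± 0.11. The hemoglobin gene Hbb-b2 fell by 1.45 ± 0.24, but its second probe set gave 0.16. The largest adjusted p of these 10 genes was 0.00904, that of Hbb-b2. In total, limma called 1640 genes at adjusted p under 0.05, of which 1010 were higher and 630 lower, and 4243 genes had an unadjusted p under 0.05 where 909.7 would be due to chance. The arrays of the 2 groups did not overlap in 5288 genes (29.1%), against a chance share of 10%. The count of called genes fell to 869 without healthy IgG array 2, to 1039 and 929 without healthy arrays 1 and 3, and to 935 and 1087 without metastasis IgG arrays 1 and 2.

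**Figure D2:**
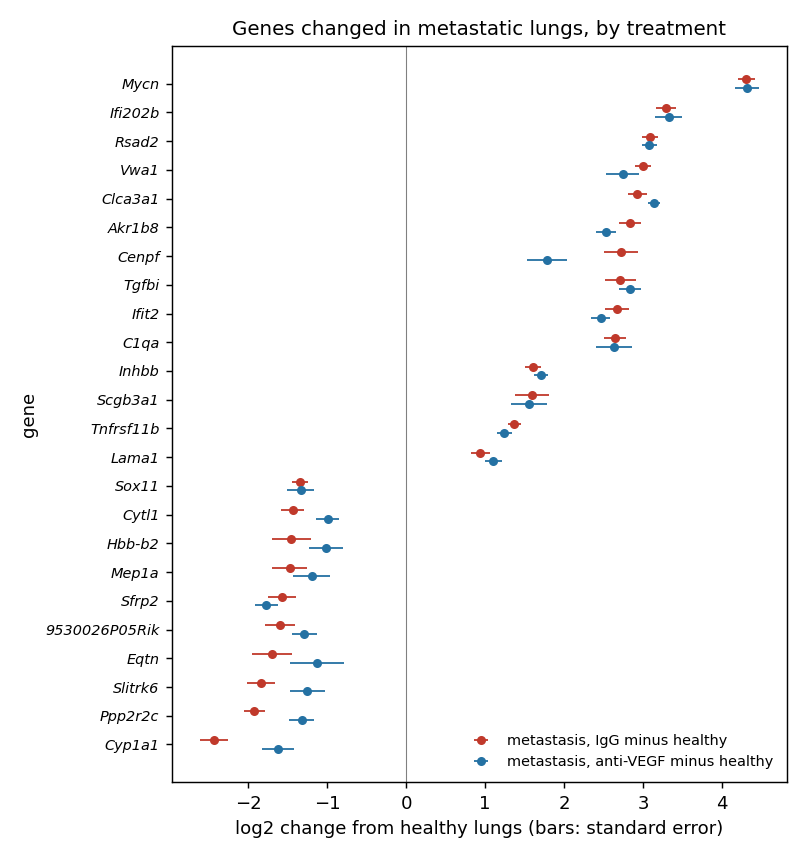
Points are log2 changes from healthy lungs for the 10 genes with the highest and the 10 with the lowest change under IgG and for the 4 niche factors, with bars for the standard error (3 arrays per group). Mycn stands at 4.30 under IgG and 4.31 under anti-VEGF, and Cenpf at 2.72 and 1.78.

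Interferon-stimulated genes moved together in the metastatic lungs. Mx1, a GTPase that blocks viruses, rose by 2.65 ± 0.09, and Irf7, the transcription factor that amplifies the interferon response, by 2.08 ± 0.12. Of 32 measured genes of this list, 31 were called higher, and all 32 when adjusted over the list alone, with a median of 0.78. The list stood above the other genes (camera adjusted p = 9.02e-37, and adjusted p = 0.106 with an estimated correlation). Antigen presentation genes were also upregulated, among them Nlrc5, the activator of MHC class I genes, by 1.37 ± 0.15, H2-Ab1 by 0.96 ± 0.15, Cd74 by 0.71 ± 0.14 and H2-DMa by 0.66 ± 0.08. The last 3 are class II genes that myeloid cells express as well, and macrophage genes rose beside them (median 0.64), so their source was not settled. Of 16 such genes 8 were called higher, and 11 when adjusted over the list alone (median 0.45, adjusted p = 1.24e-08, adjusted p = 0.112 with an estimated correlation). Complement and acute-phase genes were led by Serpina3n at 2.11 ± 0.11, Lrg1 at 1.98 ± 0.11, Cfb at 1.42 ± 0.11 and Saa3 at 0.96 ± 0.09. Of 9 measured, 6 were called higher, and all 9 when adjusted over the list alone (median 0.75, adjusted p = 1.6e-10), and this list kept its call, at adjusted p = 0.0292 with an estimated correlation. The 25 targets of NF-kB and TNF did not shift as a list (median 0.00, adjusted p = 0.319), although Cxcl1 rose by 1.07 ± 0.14, Il6 by 0.80 ± 0.19 and Selp by 0.65 ± 0.08 while Cx3cl1 fell by 0.71 ± 0.11. Of these 25 genes, 6 were called higher and 1 lower, and 7 and 2 when adjusted over the list alone.

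The 4 vascular niche factors named by the study were all induced. Inhbb, a subunit of activin B, rose by 1.60 ± 0.10, Scgb3a1, a small secreted protein, by 1.59 ± 0.21, Tnfrsf11b, the decoy receptor osteoprotegerin, by 1.37 ± 0.08, and Lama1, a laminin chain, by 0.94 ± 0.12. As a list they had a median of 1.48 (adjusted p = 1.24e-07, adjusted p = 0.0937 with an estimated correlation), and all 4 were called over all genes and when adjusted over the list alone. Of 53 measured members of the study's secreted protein list GSP58, 41 were called higher and none lower, and 48 higher and 1 lower when adjusted over the list alone. Prrg3, a vitamin K-dependent membrane protein, rose by 2.23 ± 0.14 in addition to Vwa1, Tgfbi and C1qa. C1qa is a macrophage gene too, and 5 of the 53 members stand in lists of other cell types. Without these 5, an alternative chosen after the data were seen, the GSP58 shift had adjusted p = 3.84e-35. The median of GSP58 was 0.96 (adjusted p = 1.57e-36), and the call held at adjusted p = 0.0168 with an estimated correlation. The study's EC inflammation list of 66 measured genes had 27 called higher and none lower, and 36 higher and 1 lower when adjusted over the list alone. Besides Irf7, its members Myc, Rgs1, a regulator of G protein signaling, and Inhba, the activin A subunit, rose by 1.96 ± 0.11, 1.68 ± 0.14 and 1.62 ± 0.17, the last with -0.07 in a second probe set. Its median was 0.34 (adjusted p = 1.83e-15, adjusted p = 0.0168 with an estimated correlation). The study chose these lists on lung ECs of the same model, so their rise is not independent evidence.

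Cell division genes rose as well. Mki67, the proliferation marker, rose by 2.51 ± 0.19, Cdk1, the kinase that starts mitosis, by 2.39 ± 0.25, and Melk by 2.18 ± 0.19. Of 39 mitosis genes 36 were called higher, and 38 when adjusted over the list alone, with a median of 1.50 (adjusted p = 2.94e-36, adjusted p = 0.112 with an estimated correlation). DNA replication genes rose with Rrm2, a ribonucleotide reductase subunit, at 1.99 ± 0.18, Uhrf1 at 1.83 ± 0.13, Mcm5 at 1.66 ± 0.13 and Cdc6 at 1.46 ± 0.18. Of 35 such genes 24 were called higher and 1 lower, and 26 and 1 when adjusted over the list alone (median 0.59, adjusted p = 4.24e-17, adjusted p = 0.119 with an estimated correlation). In the study's EC proliferation list, Cdca8 rose by 2.17 ± 0.15 and Bub1 by 2.15 ± 0.18, the latter with -0.13 in a second probe set. Of its 130 measured members 59 were called higher and none lower, and 74 and 1 when adjusted over the list alone (median 0.31, adjusted p = 2.14e-25, adjusted p = 0.112 with an estimated correlation). Proteasome genes shifted up slightly (median 0.15 over 31 genes, adjusted p = 7.73e-05, adjusted p = 0.136 with an estimated correlation), with Psmd4 up by 0.40 ± 0.09 and Psmc4 by 0.38 ± 0.08, the 2 called members, and 2 when adjusted over the list alone. Ribosome biogenesis genes had a median of 0.19 over 22 genes (adjusted p = 0.00012, adjusted p = 0.082 with an estimated correlation), with Myc as the single member called and Wdr43 next at adjusted p = 0.0648.

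Genes of sprouting vessels and of the basement membrane also rose. Col1a1 and the pericyte gene Pdgfrb rose beside them (1.48 and 1.18), although the fibroblast and pericyte lists did not pass by camera. Whether the basement membrane genes came from ECs was not tested. Tip cell genes were led by Trp53i11 at 2.02 ± 0.21, Rgcc at 1.83 ± 0.23, Adm, the vasodilator adrenomedullin, at 1.49 ± 0.15 and Igfbp3 at 1.34 ± 0.25, and 13 of 24 were called higher, or 17 when adjusted over the list alone (median 0.47, adjusted p = 1.29e-11, adjusted p = 0.082 with an estimated correlation). Basement membrane genes rose with Lamb1 at 1.94 ± 0.22, Col15a1 at 1.57 ± 0.09 and Col18a1 at 1.32 ± 0.13, and 10 of 16 were called higher, or 11 when adjusted over the list alone (median 0.57, adjusted p = 6.47e-09, adjusted p = 0.165 with an estimated correlation). Glycolysis and hypoxia genes rose with Ankrd37 at 1.60 ± 0.11, Ndrg1 at 0.99 ± 0.08 and the glucose transporter Slc2a1 at 0.96 ± 0.11, and 12 of 22 were called higher, or 17 when adjusted over the list alone (median 0.46, adjusted p = 4.76e-11, adjusted p = 0.119 with an estimated correlation). The VEGF target genes Nid2, a basement membrane linker, and Mest rose by 0.85 ± 0.16 and 0.61 ± 0.08 (adjusted p = 0.0141 and 0.00326). Of 3 VEGF target genes of the study these 2 were analyzed here, and they were tested as a list as well (median 0.73, adjusted p = 0.00405, adjusted p = 0.161 with an estimated correlation). The wider VEGF response list of 24 genes did not shift (median 0.04, adjusted p = 0.672). Of its members 4 were called higher, 2 lower and 18 not at all. Among the called, Apln rose by 0.59 ± 0.10 while Stc1 fell by 0.68 ± 0.09. Venous genes were upregulated, with the chemokine receptor Ackr1 at 1.50 ± 0.14, Nrp2 at 0.82 ± 0.10 and Nr2f2, the venous identity factor, at 1.10 ± 0.08, although another probe set of Nr2f2 gave -0.43. Of 6 venous genes 4 were called, over all genes and when adjusted over the list alone (median 0.74, adjusted p = 0.000315, adjusted p = 0.119 with an estimated correlation).

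Other EC states did not shift as lists by camera with its preset correlation, though single members did. The arterial and Notch genes Hey2 and Bmx fell by 0.96 ± 0.14 and 0.66 ± 0.09 while Unc5b rose by 0.61 ± 0.09 (list of 18, median -0.01, adjusted p = 0.542). Among aerocyte capillary genes Ednrb fell by 0.44 ± 0.09 and Emcn rose by 0.43 ± 0.10 (list of 7, median -0.09, adjusted p = 0.628), and among general capillary genes Hmcn1 fell by 0.60 ± 0.09 (list of 8, median 0.03 with a mean of -0.03, adjusted p = 0.903). Pan-endothelial genes stayed level, with a median of -0.02 over 23 genes (adjusted p = 0.848), and Emcn was their single called member. Targets of BMP and TGF-beta moved both ways, with Ltbp2 up by 1.15 ± 0.09, Bmper up by 0.83 ± 0.18 and Id2 lower by -0.63 ± 0.11 (other probe sets -0.20 to 0.09), so the list of 13 had a median of -0.12, a mean of 0.17 and a downward test at adjusted p = 0.296. Insig1, a brake on sterol synthesis, fell by 0.82 ± 0.11 and was the single called gene of 15 in cholesterol synthesis (median 0.01 with a mean of -0.08, adjusted p = 0.323 for the list). Of 21 genes of the unfolded protein response, Trib3 rose by 0.36 ± 0.08 while Chac1 and Dnajb9 fell by 0.49 ± 0.10 and 0.38 ± 0.09 (median 0.04 with a mean of -0.01, list adjusted p = 0.965). For oxidative phosphorylation (22 genes) the list adjusted p was 0.278, and Uqcrfs1 came closest at adjusted p = 0.1. With fry this list passed at adjusted p = 0.0294. Stress genes of tissue dissociation had a list adjusted p of 0.271 over 19 genes, with Fosb lower by -0.43 ± 0.11 (adjusted p = 0.0432).

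Markers of other cell types were tested as lists for RNA of cells outside the sort. Macrophage and monocyte genes were higher in the metastatic lungs, among them C1qa and the protease Ctss at 1.58 ± 0.26. C1qb rose by 1.74 ± 0.19 and Ms4a7 by 2.001 ± 0.103, with 0.22 in the second probe set of Ms4a7. Of 23 genes 14 were called, or 19 when adjusted over the list alone. The median was 0.64 (adjusted p = 1.53e-14, adjusted p = 0.0937 with an estimated correlation). No other marker list passed by camera with its preset correlation, whereas with fry the erythroid list did (adjusted p = 0.0104). The fibroblast list of 13 genes had a median of 0.02 (adjusted p = 0.347), in which Col1a1, Col1a2 and Col3a1 rose by 1.48 ± 0.14, 1.44 ± 0.20 and 0.98 ± 0.15 while Inmt fell by 1.06 ± 0.20. One other probe set of Col1a2 gave -0.26 and another 2.01. The pericyte and smooth muscle list (11 genes) had an adjusted p of 0.188, with Pdgfrb up by 1.18 ± 0.24 and Rgs5 by 1.06 ± 0.21, and the epithelial list (16 genes) one of 0.22, with the surfactant genes Sftpd up by 1.18 ± 0.27 and Sftpb by 0.92 ± 0.20. The list adjusted p was 0.128 for neutrophils (S100a9 up by 0.65 ± 0.16), 0.348 for mast cells and basophils (Cd200r3 up by 0.39 ± 0.10), 0.08 for lymphatic ECs (Pdpn up by 0.61 ± 0.15) and 0.24 for platelets, whose Ppbp fell by 0.54 ± 0.09. For the 4 mesothelial genes the adjusted p was 0.848, with a median of -0.16 and a mean of 0.10, since Wt1 rose by 1.13 ± 0.20. For 3 erythroid genes it was 0.554, with a median of -0.03 and a mean of 0.34. Slc4a1 rose by 1.77 ± 0.13 in the probe set used and by 0.01 to 0.24 in its others. Alas2 stood at -0.734 ± 0.235 and did not pass (adjusted p = 0.1).

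The comparison of anti-VEGF with control IgG within metastatic lungs asked which of these changes depend on VEGF. Lists of cell division genes shifted down under anti-VEGF by camera with its preset correlation, a call that was lost with an estimated correlation, and GSP58, the study's EC inflammation list and the interferon list had no shift that passed. Of 39 mitosis genes 38 lay below 0 with a median of -0.53, among them Ncapg, a condensin subunit, at -0.63 ± 0.13 and Smc2 at -0.50 ± 0.09. DNA replication genes had a median of -0.35, with Uhrf1 at -0.82 ± 0.15 and Mcm3, part of the replicative helicase, at -0.56 ± 0.12, and the EC proliferation list a median of -0.16, with Skp2 at -0.53 ± 0.11 and Fbxo5 at -0.49 ± 0.09. Over all genes limma called no member of any list and no gene at all, with 1462 genes at unadjusted p under 0.05, of which 697 were higher and 765 lower, where 909.7 would be due to chance. Groups did not overlap in 2386 genes (13.1%), against a chance share of 10%. Simulated changes of 1 log2 unit were recovered for 91.0% of genes in this comparison and those of 0.5 for 38.8%. The simulated data also held changes of 2 log2 units, so these shares do not show what is recovered where no change is that large. Adjusted over the list alone, 29 mitosis, 21 DNA replication and 26 EC proliferation genes were lower and none higher. The lists shifted down at camera adjusted p = 1.1e-26 for mitosis, 4.57e-19 for DNA replication and 3.91e-15 for EC proliferation, and each had adjusted p = 0.462 with an estimated correlation. With fry, which asks whether a list's own genes move one way, the adjusted p was 0.244 for all 3.

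Single genes with the smallest p did not pass and are described as such. Lower under anti-VEGF were Sgo2a, which guards sister chromatid cohesion, at -0.60 ± 0.08, Dtl, a substrate receptor of a ubiquitin ligase that limits replication licensing, at -0.85 ± 0.13, Cenpn, a centromere protein, at -0.51 ± 0.08, and Inhba at -1.07 ± 0.18, with 0.08 in its second probe set. The list of lower genes also held Gm14169 at -0.70 ± 0.10, Dnah11 at -0.60 ± 0.09, Prr18 at -0.50 ± 0.08, St8sia6 at -0.66 ± 0.11, Slc12a3 at -0.58 ± 0.10 and Phyhipl at -0.57 ± 0.10. Higher under anti-VEGF were Slc2a3, a glucose transporter, at 0.75 ± 0.11, Neurl3, a ubiquitin ligase, at 0.63 ± 0.10, Shank3, a scaffold protein, at 0.61 ± 0.10, and Thsd4, a matrix protein, at 0.87 ± 0.15, with -0.16 in its second probe set. Lmod2 at 0.67 ± 0.11, D830026I12Rik at 0.63 ± 0.10, Ripor2 at 0.59 ± 0.11, Cyp2j9 at 0.56 ± 0.09, Sapcd1 at 0.51 ± 0.09 and Cmah at 0.50 ± 0.09 completed the set, with other probe sets at -0.27 to 0.07 for Ripor2 and -0.21 to 0.43 for Cmah. The adjusted p of these 20 genes lay between 0.298 and 0.308. Nid2 was lower by -0.60 ± 0.16 and the tip cell gene Esm1 by -0.58 ± 0.13, neither passing (adjusted p = 0.433 and 0.396), and Mest was level at -0.05 ± 0.11 (adjusted p = 0.939). As a list, the VEGF target genes Nid2 and Mest had a median of -0.328 and did not pass (camera adjusted p = 0.108, adjusted p = 0.503 with an estimated correlation). Adjusted over the list alone, 1 of them was lower.

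**Figure D3:**
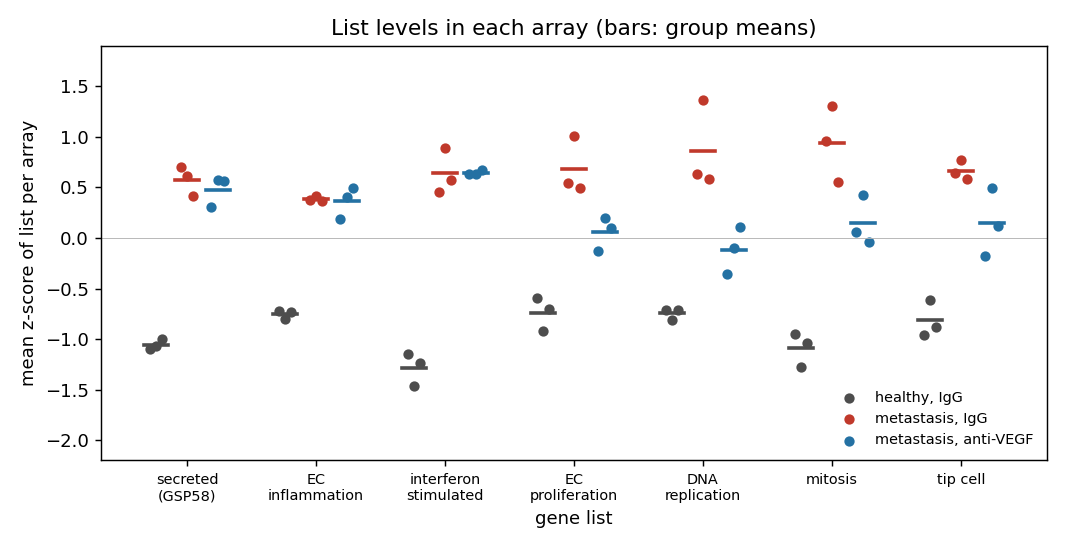
Each point is the mean z-score of a gene list in 1 array (z-scores per gene over all 9 arrays), colored by group, with bars for group means of 3 arrays. Mean levels under anti-VEGF minus IgG were -0.79 for mitosis and -0.98 for DNA replication, and 0.01 for interferon-stimulated genes.

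The study's secreted and inflammation lists were tested for the same dependence. GSP58 had a median of -0.03 under anti-VEGF (adjusted p = 0.711), with Inhba and Lalba lowest in p, the latter at -0.62 ± 0.13 and adjusted p = 0.367. Adjusted over the list alone 1 GSP58 gene was higher and 2 were lower. The EC inflammation list had a median of 0.01 and a mean of -0.01 (adjusted p = 0.777), with Tnfrsf9 at 0.54 ± 0.14 not passing, and 1 gene lower when adjusted over the list alone. Interferon-stimulated genes had a median of 0.00 (adjusted p = 0.757), but without metastasis IgG array 2 the same list stood higher under anti-VEGF at adjusted p = 0.00999 with a median of 0.06. Of the niche factors, Inhbb differed by 0.11 ± 0.10, Lama1 by 0.16 ± 0.12, Scgb3a1 by -0.04 ± 0.12 and Tnfrsf11b by -0.13 ± 0.10 (adjusted p = 0.841, 0.796, 0.962 and 0.804). The study picked these 4 among GSP58 genes that did not respond to anti-VEGF, so their values are no test of VEGF dependence. A direct test set 2 lists against each other. EC proliferation genes lay below GSP58 by a difference in medians of -0.13 (camera p = 5e-05, p = 0.143 with an estimated correlation) and below EC inflammation genes by -0.18 (p = 2.56e-08, p = 0.0705 with an estimated correlation). Mitosis genes lay below interferon-stimulated genes by -0.53 (p = 9.9e-18, p = 0.0161 with an estimated correlation). The p values of these direct tests were not adjusted for their number. Mean z-scores of the mitosis list were lower under anti-VEGF in 3 of 3 arrays than in any IgG array (difference -0.79, exact permutation p = 0.1, two-sided, the smallest that 3 against 3 arrays can give).

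**Figure D4:**
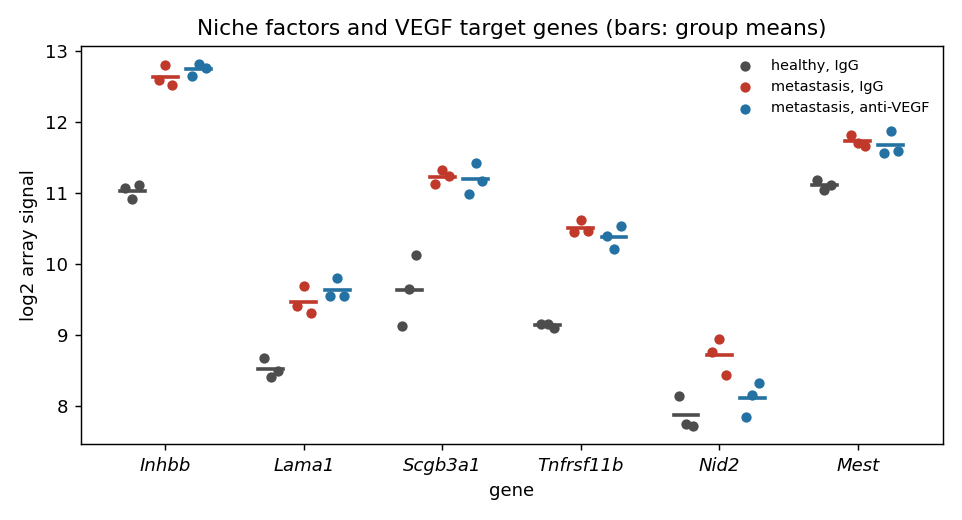
Points are log2 array signals of the 4 niche factors and of the VEGF target genes Nid2 and Mest in each array, colored by group, with bars for group means. Inhbb averages 11.03 in healthy lungs, 12.63 in metastatic lungs under IgG and 12.74 under anti-VEGF.

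Smaller list shifts accompanied the drop in division genes, all lost with other settings of the test. Tip cell genes were lower (median -0.11, adjusted p = 0.000619, adjusted p = 0.503 with an estimated correlation), as were basement membrane genes (median -0.13, adjusted p = 0.0422, adjusted p = 0.723 with an estimated correlation), where Lamb1 stood at -0.86 ± 0.27. Glycolysis and hypoxia genes such as P4ha2 (-0.37 ± 0.11) and Pfkp (-0.27 ± 0.08) were lower (median -0.14, adjusted p = 0.0125, adjusted p = 0.629 with an estimated correlation), and so were ribosome biogenesis genes such as Nop56 at -0.26 ± 0.10 (median -0.12, adjusted p = 0.0122, adjusted p = 0.584 with an estimated correlation). Platelet genes were higher, with Pf4 at 0.47 ± 0.10 and Ppbp at 0.40 ± 0.09 (median 0.22, adjusted p = 0.00767, adjusted p = 0.462 with an estimated correlation), as were neutrophil genes with S100a8 at 0.45 ± 0.13 (median 0.20, adjusted p = 0.0122, adjusted p = 0.503 with an estimated correlation) and macrophage genes with Cd14 at 0.39 ± 0.12 (median 0.12, adjusted p = 0.0209, adjusted p = 0.723 with an estimated correlation). NF-kB and TNF targets such as Birc3 at 0.24 ± 0.08 (median 0.09, adjusted p = 0.00996, adjusted p = 0.462 with an estimated correlation), dissociation stress genes such as Hspb1 at 0.23 ± 0.10 (median 0.09, adjusted p = 0.0119, adjusted p = 0.503 with an estimated correlation) and complement genes such as Lbp at 0.23 ± 0.10 (median 0.09, adjusted p = 0.0213, adjusted p = 0.503 with an estimated correlation) were higher. Marco of the macrophage list and Ier3 of the dissociation stress list went the other way, at -0.33 ± 0.10 and -0.20 ± 0.10. The second probe set of Marco gave 0.0011. None of the named members passed over all genes. The VEGF response list had a median of -0.05 (adjusted p = 0.252) and the arterial and Notch list, with Unc5b at -0.41 ± 0.15, one of -0.06 (adjusted p = 0.0711).

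The comparison of anti-VEGF metastatic lungs with healthy lungs showed what remained under VEGF blockade. Mycn was still higher by 4.31 ± 0.15, Ifi202b by 3.32 ± 0.18, Clca3a1 by 3.14 ± 0.08, Rsad2 by 3.08 ± 0.09, Tgfbi by 2.83 ± 0.14, Vwa1 by 2.74 ± 0.21, Mx1 by 2.65 ± 0.10, C1qa by 2.63 ± 0.23, Akr1b8 by 2.53 ± 0.13 and Ifit2 by 2.46 ± 0.12. Inhbb, Scgb3a1, Tnfrsf11b and Lama1 were higher by 1.71 ± 0.09, 1.56 ± 0.23, 1.24 ± 0.10 and 1.10 ± 0.11 (adjusted p = 3.04e-05, 0.00647, 0.000335 and 0.00101). Wif1, a Wnt inhibitor, fell by 1.84 ± 0.27, Sfrp2 by 1.77 ± 0.14, Cyp1a1 by 1.62 ± 0.20, Olfm2 by 1.55 ± 0.13, Slc5a12 by 1.36 ± 0.15 and Sox11 by 1.34 ± 0.17. Ppp2r2c fell by 1.32 ± 0.16, 9530026P05Rik by 1.29 ± 0.16, Kif26b, a kinesin, by 1.26 ± 0.18 and Slitrk6 by 1.25 ± 0.22. Mest stayed above healthy lungs by 0.56 ± 0.10 (adjusted p = 0.0165), while Nid2 did not pass at 0.24 ± 0.15 (adjusted p = 0.421). Esm1 fell below its healthy level by 0.70 ± 0.13 and Stc1 by 0.87 ± 0.09 (adjusted p = 0.0171 and 0.00126). In total 1172 genes were called, 755 higher and 417 lower, with 3850 at unadjusted p under 0.05, and arrays did not overlap in 4901 genes (26.9%, chance share 10%). The count of calls fell to 645 without healthy IgG array 2, to 770 and 655 without healthy arrays 1 and 3, and to 669 and 736 without anti-VEGF arrays 2 and 3.

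Calls in the 2 metastatic groups overlapped in part. Both comparisons with healthy lungs called 847 genes, while 793 were called under IgG alone and 325 under anti-VEGF alone, which is no test of a difference. Of the 847, 593 were higher in both and 254 lower in both, none with opposite signs. Independent lists of these sizes would share 41.9 and 14.4 genes. Simulated groups without effects shared 0 calls, a count that says nothing of sharing, since groups without effects give few calls to share by construction. Part of the excess may come from the shared healthy arrays. Across genes, which are not independent replicates, the 2 sets of log2 changes had a correlation of 0.858, against 0.5 in the simulations, and a covariance of 0.0726, against 0.00874. The median change of a list under anti-VEGF, divided by that under IgG, gave the share of its metastasis change that was left. It was 101% for GSP58 (SD over the 3 anti-VEGF arrays 0.133 as a fraction), 106% for EC inflammation, 113% for interferon-stimulated genes, 113% for antigen presentation, 120% for complement, 122% for macrophage genes and 108% for venous genes. For mitosis it was 63.6% (SD 0.137), for EC proliferation 66.2%, for DNA replication 47.5%, for tip cell genes 51.7% (SD 0.28), for basement membrane genes 69%, for glycolysis and hypoxia genes 78.3% (SD 0.374) and for Nid2 and Mest 55%. Of mitosis genes 24 of 39 were still called above healthy lungs, with Melk at 1.96 ± 0.20, Mki67 at 1.95 ± 0.23, Nuf2 at 1.83 ± 0.15 and Cenpf at 1.78 ± 0.25.

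Lists that passed against healthy lungs under anti-VEGF by camera with its preset correlation were those that passed under IgG, with 5 exceptions. Interferon-stimulated genes had a median of 0.88 (29 of 32 called, 32 when adjusted over the list alone, adjusted p = 3.47e-43, adjusted p = 0.039 with an estimated correlation), GSP58 one of 0.97 (37 of 53 called, 46 when adjusted over the list alone, adjusted p = 1.64e-37, adjusted p = 0.039 with an estimated correlation) and EC inflammation one of 0.36 (30 of 66 called, adjusted p = 3.66e-17, adjusted p = 0.039 with an estimated correlation). Neutrophil genes such as S100a8 at 1.12 ± 0.20 and S100a9 at 0.89 ± 0.14 passed here (median 0.40, adjusted p = 0.000435, adjusted p = 0.144 with an estimated correlation), as did NF-kB and TNF targets (median 0.06, adjusted p = 0.00609, adjusted p = 0.144 with an estimated correlation), and arterial and Notch genes were lower, with Hey2 at -1.08 ± 0.15 (median -0.12, adjusted p = 0.0262, adjusted p = 0.144 with an estimated correlation). Ribosome biogenesis genes (adjusted p = 0.0693) and the pair Nid2 and Mest (adjusted p = 0.0583) passed by camera only under IgG. This is no test of a difference. With fry the pair passed under anti-VEGF too (adjusted p = 0.0465). The mitosis list kept a rise at adjusted p = 1.03e-26 (adjusted p = 0.125 with an estimated correlation).

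Opposed changes were counted to ask whether anti-VEGF undid the metastasis effect gene by gene. Since limma called no gene for anti-VEGF, 0 genes were called with opposite signs. At unadjusted p under 0.05 in both comparisons, 673 genes had opposite signs and 63 the same sign. Of the 673, 361 were higher with metastasis and lower with anti-VEGF and 312 the reverse, where independent lists would give 95.5 and 75.6. The 100 simulated sets without any effect gave 201.7 opposed genes on average and 237 at most, because both comparisons use the metastasis IgG arrays. Those sets are no yardstick for 673. Chance alone puts 909.7 genes of a comparison under the unadjusted threshold, against 4243 and 1462 here, and longer lists share more genes. How much of the 673 comes from the shared arrays or from a reversal by anti-VEGF was not settled. Across genes, which are not independent replicates, the 2 sets of changes had a correlation of -0.421, weaker than the -0.499 of the simulations (-0.519 to -0.462), and a covariance of -0.0201, larger in size than their -0.00873.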

Values the study reported

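The study named 58 genes of secreted proteins (GSP58) as induced in lung ECs at week 3.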

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

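Among the tests weighed in this part, those of the mitosis genes, of a lower share of ECs and of the collagens were chosen after the result was seen, whereas the leukocyte genes and the splits of the arrays were chosen before.

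A difference between the 2 treatments of metastatic lungs singled out 13 lists. Median log2 changes, anti-VEGF minus IgG, were -0.527 for mitosis, -0.349 for DNA replication, -0.161 for EC proliferation, -0.143 for glycolysis and hypoxia, -0.128 for basement membrane, -0.115 for ribosome biogenesis and -0.109 for tip cell genes. They were 0.22 for platelet, 0.196 for neutrophil, 0.115 for macrophage and monocyte, 0.0949 for complement and acute-phase, 0.0947 for dissociation stress and 0.0873 for NF-kB and TNF genes. All 13 rest on camera with its preset correlation, and none passed with an estimated correlation or with fry.

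The mitosis genes were weighed first. Without metastasis IgG array 2, which lies apart on the second principal component, their median was still -0.406, which argues against that array as the whole cause. The 3' minus 5' signal, a measure of RNA integrity, differed by 0.0363 for beta-actin (0.531 under IgG and 0.567 under anti-VEGF, pooled SD 0.043). For GAPDH it differed by 0.1 (0.0186 and 0.119, pooled SD 0.0697), so RNA quality stays open. GAPDH and the spread were added to this test after its values were seen. The earlier form, with beta-actin alone, had excluded RNA quality. A smaller metastatic load that shrank every metastasis change alike would leave equal shares. The shares left of the interferon and mitosis changes differed by at least 0.442 with any 1 array left out, which argues against that. A load that acts on some lists more than on others was not tested. The study chose metastatic mice of comparable load by bioluminescence. Fewer dividing ECs under anti-VEGF may underlie the drop, as a hypothesis that stays open beside RNA quality and an uneven effect of load. The study reported less vascular growth in metastatic lungs under anti-VEGF. It also reported repressed proliferation signatures in lung ECs under an antibody against VEGF receptor 2. Those data were not examined here.

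The macrophage and monocyte genes, such as C1qa and Ms4a7, were higher in metastatic lungs although the sort removes CD45-positive and CD11b-positive cells. Of 20 general leukocyte genes outside the list 19 were measured, with a median log2 change of 0.343 (0.253 to 0.368 with 1 array left out), 18 above 0 and 4 called higher. More myeloid cells or myeloid RNA in the sorted samples may thus be a source, and their amount was not measured. The log2 signals of Lcp1 and Cd53 were 11.29 and 10.12 in metastatic and 10.91 and 9.008 in healthy lungs. Lcp1 did not pass (adjusted p = 0.115). Fermt3 lay lower in metastatic (10.05) than in healthy lungs (10.54), without passing. A lower share of ECs would raise every other cell type alike. The macrophage median exceeded the fibroblast median by at least 0.511 with any 1 array left out. This gap is smaller than the SD over the genes of the fibroblast list (0.755), whose mean level ran from 9.354 to 10.25 in the healthy arrays. The fibroblast list alone thus decides little. Medians of all marker lists of other cell types ran from -0.163 (mesothelial) to 0.185 (lymphatic), against 0.638 for macrophages. Pan-endothelial genes stayed level (-0.02). These medians argue against a lower share of ECs as the whole cause, although single markers such as Sftpd and Pdgfrb rose. Expression by ECs themselves was not tested.

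The collagen genes Col1a1, Col1a2 and Col3a1 rose in metastatic lungs by at least 0.838 log2 units with any 1 array left out. The whole fibroblast list, collagens included, had a median of 0.0185 (SD 0.755), and up to 0.245 with 1 array left out. It lay below the lowest collagen by at least 0.811 with any 1 array left out, narrowly more than that SD. That SD is taken over genes, collagens included, and not over arrays. The mean level of the list ran from 9.354 to 10.25 in the healthy arrays. The gap thus argues only weakly against more fibroblasts or fibroblast RNA of the healthy kind. The form of this test was revised after its values were seen, and each form gave the same outcome. Altered fibroblasts or mural cells, although the sort removes CD140a-positive and CD140b-positive cells, or expression by the ECs may explain the collagens and stay open.

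Probe sets outside the gene tests held a signal of their own. Of 9160 probe sets without a gene name here, 133 were higher and 262 lower in metastatic than in healthy lungs (4.31% called, against 6.56% of probe sets of 1 gene), and of 932 probe sets of several genes, 48 were higher and 18 lower.

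Other splits of the 6 arrays of each comparison into 3 and 3 are 10 with the real one, too few for a share under 0.05. For metastasis IgG against healthy lungs the real split called 1640 genes and the highest other 0 by limma, with 1 split giving as many, and 17 lists against 17, with 2 splits giving as many. For anti-VEGF against IgG the real split called 0 genes (1462 at unadjusted p under 0.05) and the highest other 1, with 10 splits giving as many, and 13 lists against 13, with 2 giving as many. For anti-VEGF metastatic against healthy lungs it called 1172 genes and the highest other 1, with 1 split giving as many, and 18 lists against 19, with 3 giving as many.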

How the results depend on the processing

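The alternative that leaves genes of other cell types out of GSP58 and EC inflammation was chosen after the data were seen, and the others before. It left GSP58 at adjusted p = 3.84e-35 and EC inflammation at 3.44e-15 in metastasis IgG against healthy lungs. The count of genes called in metastasis IgG against healthy lungs ran from 869 (without healthy IgG replicate 2) to 1478 with 1 array left out, against 1640, and was 507 with the thresholds of the study, which demand a larger change. In anti-VEGF metastatic against healthy lungs it ran from 645 (without healthy IgG replicate 2) to 1139, against 1172, was 430 with the thresholds of the study and 1848 with trend and robust settings, for which the cause was not tested. Anti-VEGF against IgG gave 0 genes by limma under each alternative run, with 1462 at unadjusted p under 0.05 in the fit reported.

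With an estimated correlation, which allows for genes that vary together, 7 of 48 list shifts passed, namely 3 in metastasis IgG against healthy lungs, 0 in anti-VEGF against IgG and 4 in anti-VEGF metastatic against healthy lungs. Adjusted p was then 0.112 for EC proliferation and for mitosis and 0.106 for interferon-stimulated genes in the first comparison, 0.462 for EC proliferation and mitosis in the second and 0.125 for both in the third. Lists whose estimated correlation lay under the preset 0.01 also weakened. In the first comparison, unadjusted p rose from 2.97e-16 to 0.00081 for EC inflammation (correlation 0.00514). For ribosome biogenesis it rose from 4.86e-05 to 0.0111 (correlation -0.0135). Genes that vary together thus do not account for the whole loss, and its other causes were not tested. Fry passed 19, 0 and 21 lists in the 3 comparisons, against 17, 13 and 18 by camera, with adjusted p of 0.244 for EC proliferation and mitosis in the second and, in the first, 0.00307 and 0.00253 for these and 0.000523 for interferon-stimulated genes. The difference between EC proliferation and GSP58 had p = 0.143 and that between EC proliferation and EC inflammation p = 0.0705 with an estimated correlation. With 1 array left out, the interferon shift under anti-VEGF had adjusted p from 0.00999 (without metastasis IgG replicate 2) to 0.897, and the cause was not tested.

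With called members alone, the share of the metastasis change left was 0.872 for GSP58, 0.519 for EC proliferation and 0.89 for EC inflammation. These members were chosen for a high change under IgG, which can lower the share, and the size of this effect was not tested. The share of EC inflammation ran from 0.972 to 1.17 with 1 array left out. Opposed changes numbered 673 at unadjusted p and 0 at adjusted p, because the unadjusted threshold admits more genes. With probe sets without a shared suffix preferred, Slc4a1 in anti-VEGF metastatic against healthy lungs reversed to -0.0522, since another probe set stands for the gene. Of 4980 recomputed values of named genes, 4700 kept their direction and side of the threshold, 234 lost and 45 gained a call, and of 1329 other list shifts 1228 kept theirs.

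With the replicate number as a block, 1176, 0 and 841 genes were called in the 3 comparisons. The pairing check gave correlations of -0.0757 to 0.0138 between arrays of the same number, and not every array correlated best with its own number. Signal over background limits what dim genes can show, and with a filter on dim genes 1664, 0 and 1357 genes were called in the 3 comparisons.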

Other observations

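No test in this part was chosen after the result was seen. Among ECs of metastatic lungs, the medians of the GSP58, EC inflammation and interferon lists, from Vwa1 and Tgfbi to Irf7, were close under both treatments, with shares of the metastasis change left of 101% for GSP58, 106% for EC inflammation and 113% for interferon-stimulated genes. The share was 63.6% for mitosis genes such as Cenpf and Mki67 and 47.5% for DNA replication genes such as Uhrf1. The downward shift of the mitosis and DNA replication lists had adjusted p = 0.462 with an estimated correlation and 0.244 with fry, so it rests on camera with its preset correlation.

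No single gene passed under anti-VEGF by limma (1462 at unadjusted p under 0.05). With an estimated correlation, the direct test passed for mitosis against interferon-stimulated genes (p = 0.0161), but not for EC proliferation against GSP58 (p = 0.143) or against EC inflammation (p = 0.0705). These p values were not adjusted for the number of tests. The interferon genes, the whole background of the mitosis test, also varied together (estimated correlation 0.385), and the effect of this on p was not tested. Whether division depends more on VEGF than secretion was thus not settled.

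In metastasis IgG against healthy lungs, 925 called genes had more than 1 probe set, and 4 of these had another probe set called the other way. Among named genes that were called, 8 had another probe set of opposite sign.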
